# Comparative Transcriptional Profiling of 3 Murine Models of SLE Nephritis Reveals Both Unique and Shared Regulatory Networks

**DOI:** 10.1371/journal.pone.0077489

**Published:** 2013-10-22

**Authors:** Ramalingam Bethunaickan, Celine C. Berthier, Weijia Zhang, Matthias Kretzler, Anne Davidson

## Abstract

**Objective:**

To define shared and unique features of SLE nephritis in mouse models of proliferative and glomerulosclerotic renal disease.

**Methods:**

Perfused kidneys from NZB/W F1, NZW/BXSB and NZM2410 mice were harvested before and after nephritis onset. Affymetrix based gene expression profiles of kidney RNA were analyzed using Genomatix Pathway Systems and Ingenuity Pathway Analysis software. Gene expression patterns were confirmed using real-time PCR.

**Results:**

955, 1168 and 755 genes were regulated in the kidneys of nephritic NZB/W F1, NZM2410 and NZW/BXSB mice respectively. 263 genes were regulated concordantly in all three strains reflecting immune cell infiltration, endothelial cell activation, complement activation, cytokine signaling, tissue remodeling and hypoxia. STAT3 was the top associated transcription factor, having a binding site in the gene promoter of 60/263 regulated genes. The two strains with proliferative nephritis shared a macrophage/DC infiltration and activation signature. NZB/W and NZM2410 mice shared a mitochondrial dysfunction signature. Dominant T cell and plasma cell signatures in NZB/W mice reflected lymphoid aggregates; this was the only strain with regulatory T cell infiltrates. NZW/BXSB mice manifested tubular regeneration and NZM2410 mice had the most metabolic stress and manifested loss of nephrin, indicating podocyte loss.

**Conclusions:**

These findings identify shared inflammatory mechanisms of SLE nephritis that can be therapeutically targeted. Nevertheless, the heterogeneity of effector mechanisms suggests that individualized therapy might need to be based on biopsy findings. Some common mechanisms are shared with non-immune–mediated renal diseases, suggesting that strategies to prevent tissue hypoxia and remodeling may be useful in SLE nephritis.

## Introduction

Lupus nephritis is a devastating complication of SLE for which current treatment is insufficiently effective and excessively toxic. Histologic analysis of renal biopsies does not always predict outcome or response to therapy. Furthermore, the study of pathogenic mechanisms of SLE nephritis is hampered by the small amount of biopsy material, the invasiveness of repeat biopsies and by therapeutic interventions begun prior to biopsy. It therefore remains essential to study animal models [1] in which the whole organ can be studied without the confounding effects of medications.

In these studies, we used transcriptional profiling to define similarities and differences in the renal inflammatory process between three well-characterized models of SLE nephritis. Female NZB/W F1 mice develop high titers of IgG2a anti-dsDNA autoantibodies and proliferative glomerulonephritis similar to class IV human lupus nephritis [1], [2]. NZM2410 mice, while genetically similar to NZB/W, express high levels of IL-4 and IgG1 and IgE autoantibodies; they develop rapidly progressive glomerulosclerosis with scant lymphocytic infiltrate [3]. Male NZW/BXSB mice carry the *Yaa* (Y linked autoimmune acceleration) locus containing a reduplication of the *Tlr7* gene [4]. They develop anti-RNA and anti-cardiolipin antibodies and proliferative glomerulonephritis with severe tubulointerstitial inflammation [5]. Not surprisingly, differences in both pathogenic mechanisms and responses to immunologic interventions have been observed in the three models [6], [7]. These differences parallel the emerging appreciation of heterogeneity in human SLE nephritis [8], [9].

Our first goal was to identify shared expression profiles between the three models during active untreated nephritis; these define major driving forces in disease pathogenesis and may help in the development of broadly applicable treatment strategies. We next wished to identify profiles associated with proliferative nephritis, a subtype with a poor prognosis. Our final goal was to determine whether different strains with similar or different histologic lesions have unique features that could guide the choice of lupus model to study specific features of disease.

While a core set of regulated genes was shared among the three models, there were many differences, even between the two genetically similar strains and between the two strains with proliferative disease. Unique gene expression profiles accounted for approximately one third of the expression profile in each strain and revealed individual features of potential pathogenic significance. Our findings reflect the heterogeneity of renal responses to immune complex deposition and inflammation and suggest that targeting the appropriate effector mechanism in individual patients may improve the treatment of SLE nephritis.

## Materials and Methods

### Ethics statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee (IACUC) of the Feinstein Institute (Protocol Number: 2007-054). All surgery was performed under ketamine/xylazine anesthesia, and all efforts were made to minimize suffering.

### Mouse models

Kidneys were harvested after cardiac perfusion with 60 ml of sterile saline. A detailed description of the samples used for microarray analysis and derivation of the gene sets of interest has been previously published [10].

**NZBW:** NZB/NZW F1 female kidneys were harvested at the age of 6 (n = 7) or 16 (n = 8) weeks (no serum autoantibodies, immune complex deposition, or proteinuria) and 36–40 weeks (established proteinuria >300 mg/dl for >2 wk, n = 10) [11].

**NZW/BXSB:** Male (NZW×BXSB) F1 kidneys were obtained at the age of 8 weeks (no serum autoantibodies or proteinuria n = 4), 17 weeks (autoantibodies but no proteinuria, n = 6) and 18–21 weeks (established proteinuria >300 mg/dl for >2 wk and histologic glomerular score >2, n = 12; 6 randomly used for microarray).

**NZM2410:** NZM2410 kidneys were obtained at 6–8 weeks (no autoantibodies, renal immune complex deposition or proteinuria, n = 5) and 22–30 weeks (proteinuria >300 mg/dL for 7–10 days, n = 7; 5 randomly used for microarray). NZM2410 mice were harvested early after proteinuria onset as most die within 14 days [12].

### Histologic assessment of kidneys

H & E stained sections were scored for glomerular and interstitial damage by a single blinded observer using a semi-quantitative scale from 0–4 as previously described [11].

Paraffin embedded sections were dewaxed and deparaffinized. Endogenous peroxidase activity was blocked with 3%H_2_O_2_ and antigen retrieval performed in 10 mM citrate buffer pH6. Slides were stained with at anti-Ki67 (Dako, Carpinteria, CA) or PCNA (Invitrogen Life Technologies, Grand Island, NY) followed by biotin conjugated anti-rat Ig and ABC developer (Vectastain, Burlingame, CA).

### RNA purification and microarray hybridization

RNA extraction, cDNA synthesis, hybridization, microarray processing, data normalization and filtering were performed as previously described [10], [13]. Microarray gene expression data were normalized and batch-corrected together, and quality controls were used before further analyses. Significantly regulated genes were analyzed by creating biological literature-based networks using Genomatix Pathway System software (GePS) (www.genomatix.de). Canonical pathways were analyzed using Ingenuity Pathway Analysis software (IPA) (www.ingenuity.com). Principal component analysis was performed using ArrayTrack™ software (http://www.fda.gov/ArrayTrack). 

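The microarray values analysed here come from 32 kidneys, 1 kidney sample per array, of which 26 were from NZB/W mice and 6 from NZM2410 mice. A group of 7 kidneys came from NZB/W mice 30 weeks old, untreated and not yet proteinuric. Remission had been induced in the other mice. Triple therapy joined cyclophosphamide to CTLA4Ig, which blocks the costimulation of T cells, and to an antibody against CD154, the CD40 ligand. From NZB/W mice, 8 kidneys were taken in early remission and 6 in late remission after triple therapy. A further 5 kidneys came from NZB/W mice in late remission after CTLA4Ig given with an adenovirus that encodes TACI-Ig, a soluble receptor that binds the B cell survival factors BAFF and APRIL. The NZM2410 mice were in remission after an adenovirus that encodes BAFF-R-Ig, a soluble receptor that binds BAFF. Nephritic kidneys and kidneys of young mice are not analysed here, so every comparison is between kidneys in remission or with the 30-week kidneys. Whole-kidney RNA was hybridized to Affymetrix arrays, and the authors' values are log2 expression values from RMA with 1 probe set per Entrez gene. The methods state that the arrays were normalized and batch-corrected together, and do not name the batches. Of 16539 probe sets, 15780 carried 1 gene name and were tested, 64 were array controls and 695 had no gene name. The number of arrays limits the precision. Array SDs over probe sets ranged from 1.90 to 2.03 in NZB/W kidneys and from 2.11 to 2.17 in NZM2410 kidneys, so the distributions of the strains were not equal. In late remission after triple therapy, the group mean of each gene lay within 0.026 of the mean of the 12 kidneys of the 30-week and TACI-Ig groups, and the SD of this difference over genes was 0.0045. The spread between kidneys gives a median standard error of 0.0748 for such a difference, and the smallest SD over genes in 99 other splits of the same kidneys was 0.071. Genes were compared between groups with limma, with Benjamini-Hochberg adjustment over the 15780 genes.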

Gene expression datasets are on Gene Expression Omnibus (GEO) at http://www.ncbi.nlm.nih.gov/geo/ (accession numbers GSE32583, GSE44691 and #GSE49898).

### Quantitative Real Time PCR (qPCR)

We selected to validate by qRT-PCR 158 genes including some that were highly significant, some that had a lower fold change and several genes involved in pathways of interest such as mitochondrial function, ER stress and control of circadian rhythm. A number of cytokine genes that are not expressed in normal kidneys and did not pass the cut-off on the arrays, were also tested by qRT-PCR.

Validation of selected genes was performed by qPCR as previously described (LightCycler480, Roche Diagnostics - [11], [13]; primers on request). Data were analyzed using a comparative cycle threshold (2-ΔΔCT) method, normalized to β-actin and expressed as fold induction relative to a pre-nephritic calibrator of the same strain [11], [13].

### Statistical Analysis

The TIGR MultiExperiment Viewer (TMEV) application [14 #5174] was used for statistical analysis of microarray and qPCR data. For the array study, statistical unpaired analyses for each comparison were performed using the Significance Analysis of Microarrays (SAM) method and the following criteria: q-value ≤0.001 and fold change ≥1.4 for the upregulated genes and ≤0.7 for the downregulated genes. We used more stringent filter criteria than in our mouse-human comparison [10] so as to capture the maximum number of genes with differential expression. To avoid ambiguity between species, mouse genes were converted to the corresponding human orthologs using the NCBI homolog (Build 64) and Genomatix annotated ortholog databases (**Table S1**).

For the qPCR data, unpaired SAM and t-test were performed. Unsupervised hierarchical clustering with bootstrap procedures was performed using Euclidean metrics with average or complete linkage and visualized using TMEV. Data were scaled to the mean of the young mice in each strain, given a value of 1. Genes regulated between two groups with a fold change of >2 and q-value <0.05 were considered significant.

### BrDU staining of renal cells

Groups of 3-6 NZB/W and NZW/BXSB mice were fed BrDU as previously described [13] for 12–15 days. Kidneys were perfused and harvested as above and flow cytometry was performed as previously described [13].

## Results

The clinical characteristics and histologic renal appearance of the three strains have previously been reported [11], [12], [15], [16]; renal damage scores are displayed in **Figure 1A**. Differentially regulated genes were identified by comparing the renal profiles of the nephritic mice to their prenephritic control groups. 955 (442 down, 513 up), 755 (208 down, 547 up) and 1168 (628 down, 540 up) genes were differentially regulated in NZB/W, NZW/BXSB and NZM2410 models respectively (**Figure 1B** and **Table S1**). Principal component analysis of all genes expressed in the 3 strains showed a clear separation of the nephritic vs. non-nephritic mice as well as differences between strains (**Figure 1C**).

**Figure 1:**
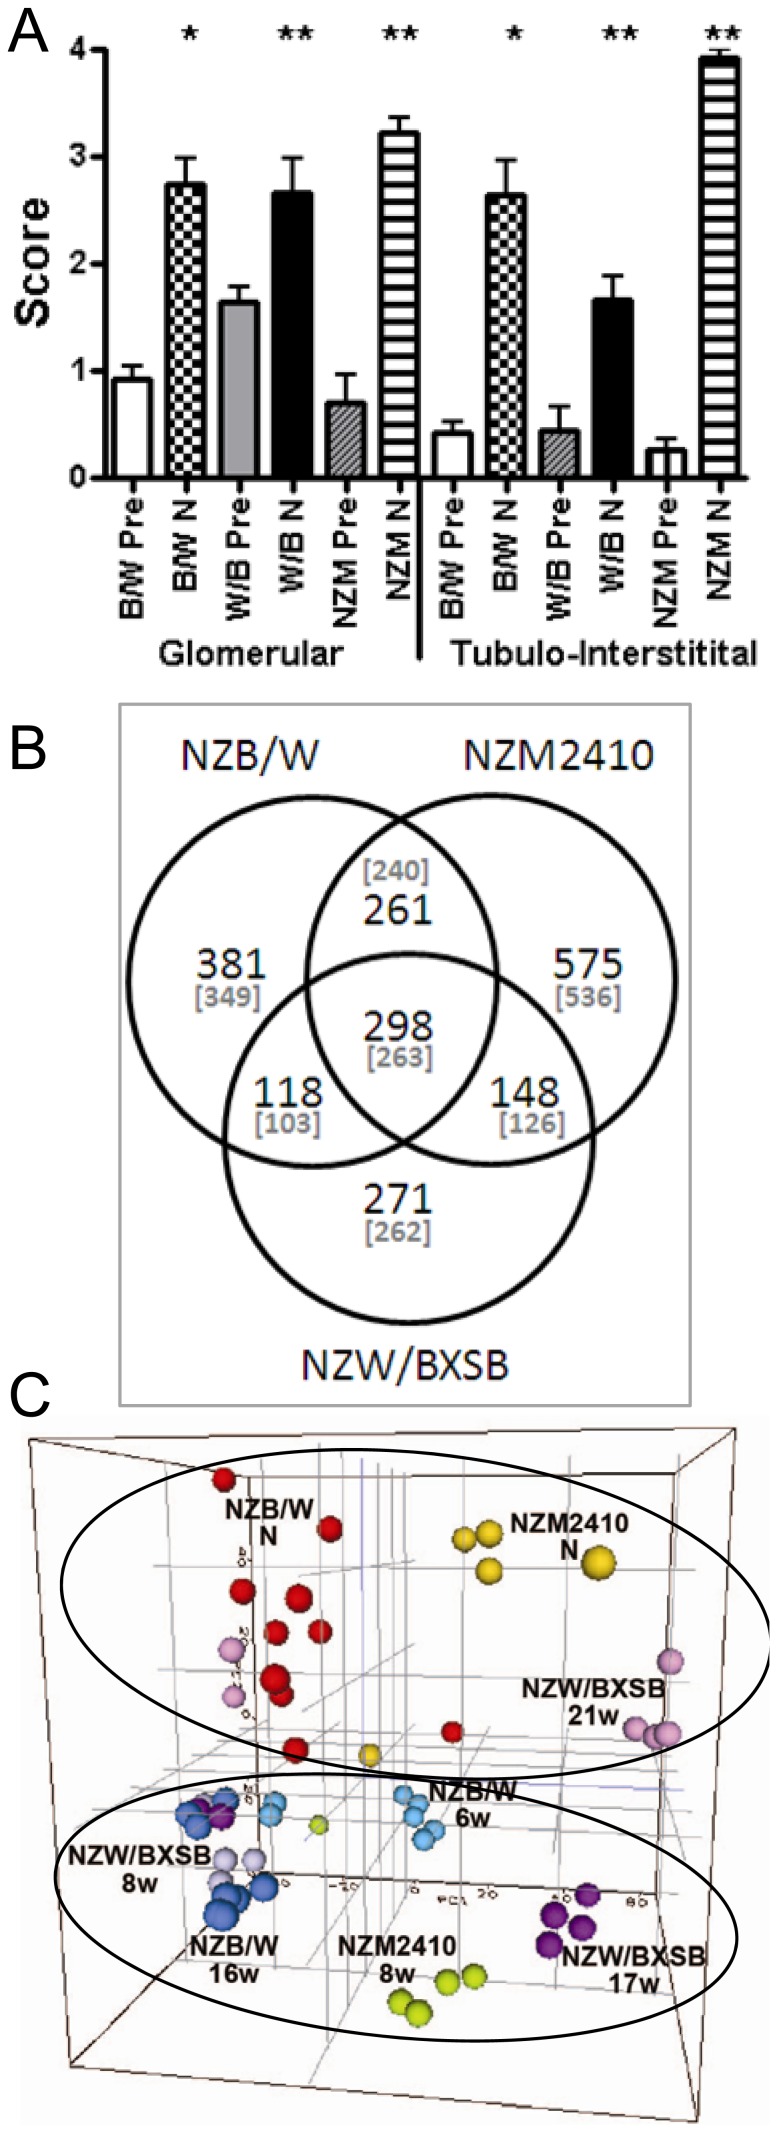
A. Glomerular and interstitial damage scores in pre-nephritic (Pre) and nephritic (N) mice (mean + SD) of NZB/W (B/W), NZW/BXSB (W/B) and NZM2410 NZM) strains (* p<0.001; ** p<0.01). The high tubulointerstitial score in the NZM2410 strain reflects severe tubular atrophy. B. Shared and unique gene expression profiles of each of the three strains. Parentheses indicate the number of genes with a human ortholog. C. 3D principal component analysis from the 14780 genes passing the cutoff value (see Materials and Methods) after normalization and batch correction of the arrays from the 3 mouse strains together.

### Profiles shared by all three strains

263 genes (67 down and 196 up) were regulated in the same direction in all 3 strains. Transcriptomic network analysis using Genomatix Pathway System was performed to identify the major nodes along with their gene clusters (**Figure 2** and data not shown). These nodes reflect transcripts associated with macrophage activation (CD68, activating Fc receptors, FPR2, C type lectins, cathepsins, HLA-DM), classical complement pathway proteins, endothelial activation (VCAM-1, ICAM-1), metabolic stress and proteasome activity (HPD, CNDP1, UBD), tissue remodeling and fibrosis (TIMP-1, MMP14, TGFB1) and tubular damage (HAVCR1, LCN2). Three cytokines, IL1f6 (IL-36), IL-34 and TGFβ, were shared by all three strains as well as a limited group of chemokines and chemokine receptors, including CCL2, CCL5, CCL9 and their receptors CCR2 and CCR5 as well as CXCL10 and CXCL16. Other genes of interest include the TWEAK receptor FN14, whose expression on intrinsic renal cells promotes glomerulonephritis [17], ANKRD1, which is associated with proteinuria in SLE nephritis [18], TLRs 2 and 13, and several proteinase inhibitors of the Serpin family involved in the coagulation pathway. SMPDL3B, the renal target of Rituximab [19] was also upregulated in all three strains. Transcription factor analysis identified STAT3 as the top transcription factor having binding sites in the promoter regions of 60 of the 263 genes (**Table S2**), followed by transcription factors involved in interferon signaling (IRF1 and IRF7) and RELB (**Table 1** **,** **Figure 2**). Accordingly, we identified 48, 34 and 32 of a panel of 195 interferon inducible genes [20], [21], [22] in NZB/W, NZM2410 and NZW/BXSB strains respectively (not shown). Consistent with these findings, the top ingenuity pathways included antigen processing and presentation, dendritic cell maturation, complement activation, and pathways reflecting innate and adaptive immune activation (**Table 1**).

**Figure 2:**
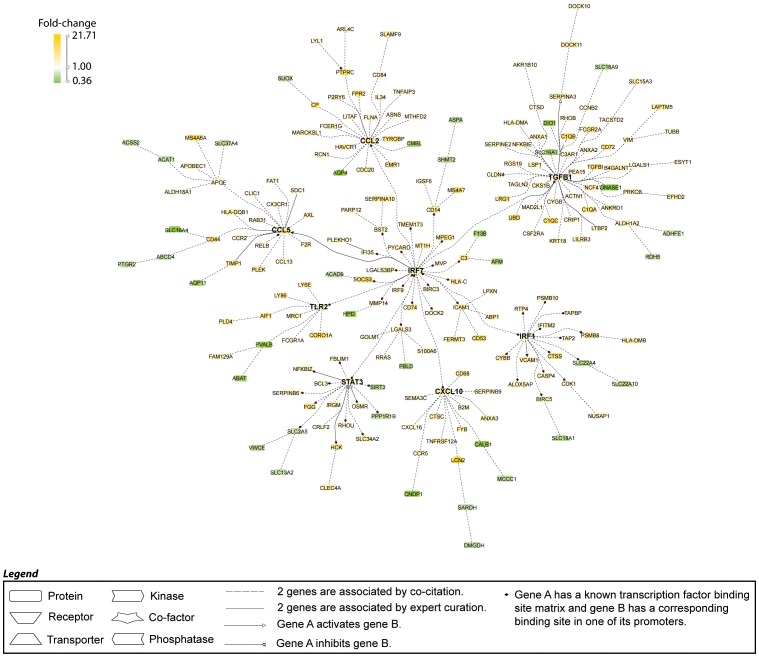
Literature-based analysis of genes shared among all three strains using Genomatix Pathway System (GePS) software. 263 human gene orthologs were regulated in the same direction in the nephritic vs. prenephritic kidneys in NZB/W, NZM2410 and NZW/BXSB. The picture shows the 204 genes that were co-cited in PubMed abstracts in the same sentence. Orange represents the genes that are upregulated and green represents the genes that are downregulated in nephritic compared to prenephritic mice.

**Table 1:** Top 10 canonical pathways significantly regulated sorted by Benjamini-Hochberg Multiple Testing corrected p-value (p-value<0.05), as assessed by IPA (Ingenuity Pathway Analysis).

Canonical pathways(number of genes regulated in the pathway/number of genes in the pathway)	B-H Multiple testing corrected p-value	Regulated molecules in the pathway
**From the 3 mouse model overlap (263 genes)** * *STAT3, IRF1, * ***RELB*** *, * ***IRF7*** *, IRF9* †		
Antigen Presentation Pathway (8/40)	9.70E-06	B2M, HLA-DMA, HLA-C, HLA-DMB, **PSMB8**, CD74, TAP2, TAPBP
Dendritic Cell Maturation (14/207)	1.90E-04	B2M, HLA-DMA, **ICAM1**, FCGR2A, TYROBP, NFKBIE, **RELB**, **IL36A**, HLA-DMB, HLA-DQB1, FCGR1A, TLR2, HLA-C, FCER1G
OX40 Signaling Pathway (7/94)	4.09E-03	B2M, HLA-DMA, HLA-C, NFKBIE, FCER1G, HLA-DMB, HLA-DQB1
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses (9/106)	4.09E-03	TLR2, **IRF7**, **C3**, C1QC, **C1QA**, C1QB, **CCL5**, C3AR1, PRKCB
Graft-versus-Host Disease Signaling (6/50)	4.09E-03	HLA-DMA, HLA-C, FCER1G, **IL36A** , HLA-DMB, HLA-DQB1
Complement System (5/35)	5.22E-03	**C3**, C1QC, **C1QA**, C1QB, C3AR1
Altered T Cell and B Cell Signaling in Rheumatoid Arthritis (8/92)	5.22E-03	TLR2, HLA-DMA, **TGFB1**, **RELB**, FCER1G, **IL36A**, HLA-DMB, HLA-DQB1
Allograft Rejection Signaling (6/95)	5.73E-03	B2M, HLA-DMA, HLA-C, FCER1G, HLA-DMB, HLA-DQB1
Role of Hypercytokinemia / hyperchemokinemia in the Pathogenesis of Influenza (5/44)	5.73E-03	CXCL10, **CCR5**, **CCL2**, **IL36A** , **CCL5**
Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells (6/85)	7.40E-03	B2M, HLA-DMA, HLA-C, FCER1G, HLA-DMB, HLA-DQB1
**From the NZB/W only (349 genes)** * *CEBPB, IRF4, FLI1, IRF8, IKZF1* †		
CTLA4 Signaling in Cytotoxic T Lymphocytes (14/98)	3.06E-06	FYN, PTPN6, PIK3R5, PIK3C2G, CD3D, CD28, LCK, SYK, LAT, PPM1L, CD86, HLA-DOB, PTPN22, LCP2
CD28 Signaling in T Helper Cells (13/132)	3.47E-04	FYN, PTPN6, PIK3R5, PIK3C2G, CD3D, CD28, LCK, SYK, LAT, CD86, HLA-DOB, VAV1, LCP2
PKCθ Signaling in T Lymphocytes (11/143)	5.25E-03	FYN, CD28, LCK, LAT, PIK3R5, PIK3C2G, CD86, HLA-DOB, VAV1, CD3D, LCP2
Natural Killer Cell Signaling (10/116)	5.25E-03	FYN, LCK, PTPN6, SYK, LAT, PIK3R5, PIK3C2G, SH3BP2, VAV1, LCP2
T Cell Receptor Signaling (10/109)	5.25E-03	BTK, FYN, CD28, LCK, LAT, PIK3R5, PIK3C2G, VAV1, CD3D, LCP2
Role of NFAT in Regulation of the Immune Response (13/198)	6.23E-03	FYN, CD79B, PIK3R5, PIK3C2G, CD3D, BTK, CD28, LCK, SYK, LAT, CD86, HLA-DOB, LCP2
iCOS-iCOSL Signaling in T Helper Cells (10/123)	6.41E-03	CD28, LCK, IL2RG, LAT, PIK3R5, PIK3C2G, HLA-DOB, VAV1, CD3D, LCP2
B Cell Development (5/33)	9.83E-03	IL7R, SPN, CD79B, CD86, HLA-DOB
Crosstalk between Dendritic Cells and Natural Killer Cells (8/95)	9.83E-03	CSF2RB, TLR4, CD28, IL2RG, LTB, CD86, CD83, HLA-F
Primary Immunodeficiency Signaling (6/62)	9.83E-03	IL7R, BTK, LCK, IL2RG, ADA, CD3D
**From the NZM2410 only (536 genes)** * ***JUN*** *, NFKB1, MYC, EGR1, WT1* †		
Putrescine Degradation III (5/30)	2.64E-02	ALDH1B1, ALDH1A1, SAT2, SMOX, ALDH9A1
Aryl Hydrocarbon Receptor Signaling (14/161)	2.64E-02	ALDH1B1, NFKB2, NFKB1, CCND1, ALDH9A1, MYC, GSTT1, GSTM2, ALDH1A1, **JUN**, CDKN1A, DHFR, GSTO2, NFE2L2
LPS/IL-1 Mediated Inhibition of RXR Function (18/239)	2.64E-02	ECSIT, ALDH1B1, NR1H4, IL1R1, ALDH9A1, **SOD3**, CHST15, GSTT1, GSTM2, ALDH1A1, **JUN**, IL1RN, ACSL5, ALAS1, HS6ST2, FABP1, SMOX, GSTO2
TCA Cycle II (Eukaryotic) (5/41)	7.08E-02	IDH3G, ACO2, DLST, SDHC, ACO1
Guanine and Guanosine Salvage I (2/9)	8.55E-02	PNP, HPRT1
Cysteine Biosynthesis/Homocysteine Degradation (2/8)	8.55E-02	CBS, CTH
Role of IL-17F in Allergic Inflammatory Airway Diseases (6/47)	1.03E-01	IGF1, CCL7, CREB3, IL17RC, NFKB2, NFKB1
Tryptophan Degradation X (Mammalian, via Tryptamine) (4/29)	1.03E-01	ALDH1B1, ALDH1A1, SMOX, ALDH9A1
Valine Degradation I (4/35)	1.45E-01	HIBADH, BCKDHA, ACAD8, ACADSB
Dopamine Degradation (4/37)	1.45E-01	ALDH1B1, ALDH1A1, SMOX, ALDH9A1
**From the NZW/BXSB only (262)** * *LHX1* †		
Cell Cycle Control of Chromosomal Replication (6/31)	1.50E-03	MCM3, MCM6, MCM2, CDT1, DBF4, MCM7
Hepatic Fibrosis / Hepatic Stellate Cell Activation (10/146)	2.24E-02	MYL9, COL1A1, LY96, MYH14, ACTA2, IGFBP3, **IL6** , PDGFB, PDGFRB, COL3A1
Atherosclerosis Signaling (8/136)	6.32E-02	COL1A1, MSR1, PLA2G5, CD36, SERPINA1, **IL6** , PDGFB, COL3A1
Complement System (4/35)	6.32E-02	C5AR1, C8A, C2, C8G
DNA Double-Strand Break Repair by Homologous Recombination (3/17)	9.33E-02	LIG1, POLA1, BRCA1
LXR/RXR Activation (7/136)	1.57E-01	LY96, MSR1, APOH, CD36, SERPINA1, **IL6** , GC
Role of BRCA1 in DNA Damage Response (5/65)	1.57E-01	RFC4, RBL1, BRCA1, CHEK1, RFC3
Intrinsic Prothrombin Activation Pathway (3/35)	3.93E-01	COL1A1, F13A1, COL3A1
Role of CHK Proteins in Cell Cycle Checkpoint Control (4/57)	4.36E-01	RFC4, BRCA1, CHEK1, RFC3
Estrogen Biosynthesis (3/49)	4.96E-01	CYP2D6, CYP2F1, HSD17B2
**From the NZB/W with NZM2410 overlap (240 genes)** *		
Mitochondrial Dysfunction (10/174)	1.30E-02	SDHA, NDUFS5, SDHB, NDUFS1, **SOD2**, UQCRC2, LRRK2, NDUFB10, **COX15**, AIFM1
Valine Degradation I (4/35)	3.03E-02	ECHS1, AUH, ALDH6A1, BCKDHB
TCA Cycle II (Eukaryotic) (4/41)	3.81E-02	SDHA, SUCLA2, SDHB, IDH3B
Oleate Biosynthesis II (Animals) (3/18)	4.06E-02	FADS2, ALDH6A1, FADS1
Ethanol Degradation II (4/43)	4.50E-02	ALDH4A1, ACSL3, PECR, ALDH7A1
D-glucuronate Degradation I (2/13)	4.50E-02	CRYL1, DCXR
Fatty Acid β-oxidation I (4/45)	4.89E-02	ACSL3, ECHS1, AUH, HADH
Methylmalonyl Pathway (2/12)	4.89E-02	PCCA, MCEE
Arginine Degradation I (Arginase Pathway) (2/13)	4.89E-02	ALDH4A1, ARG2
Molybdenum Cofactor Biosynthesis (2/15)	4.89E-02	GPHN, NFS1
**From the NZM2410 with NZW/BXSB overlap (126 genes)** *		
Leucine Degradation I (2/26)	2.54E-01	IVD, ACADM
LXR/RXR Activation (5/136)	2.54E-01	TNFRSF1A, LPL, CLU, ABCA1, CYP51A1
Asparagine Degradation I (1/4)	3.65E-01	ASPG
Thiamin Salvage III (1/5)	3.65E-01	TPK1
Sertoli Cell-Sertoli Cell Junction Signaling (5/195)	4.68E-01	TUBB6, CLDN1, TNFRSF1A, CLDN16, CLDN7
Triacylglycerol Degradation (2/32)	4.68E-01	LPL, MGLL
Cell Cycle Control of Chromosomal Replication (2/31)	4.68E-01	CDC6, MCM4
Methionine Salvage II (Mammalian) (1/9)	4.68E-01	BHMT2
Fatty Acid β-oxidation I (2/45)	4.68E-01	IVD, ACADM
LPS/IL-1 Mediated Inhibition of RXR Function (5/239)	4.68E-01	ALDH1L2, ACOX2, TNFRSF1A, ACOX3, ABCA1
**From the NZW/BXSB with NZB/W overlap (103 genes)** * *SPI1* †		
Hepatic Fibrosis / Hepatic Stellate Cell Activation (7/146)	1.27E-02	**COL1A2**, FN1, IL10RA, MYH9, **EGF**, IFNGR1, **MMP2**
Caveolar-mediated Endocytosis Signaling (5/85)	1.49E-02	**ITGB2**, **ITGAM**, CD48, **EGF**, ITGAX
Atherosclerosis Signaling (5/136)	6.73E-02	IL33, **COL1A2**, **ITGB2**, F3, SELPLG
Inhibition of Matrix Metalloproteases (3/40)	6.73E-02	THBS2, **MMP2**, LRP1
IL-8 Signaling (6/205)	6.73E-02	**ITGB2**, **ITGAM**, **EGF**, IKBKE, **MMP2**, ITGAX
Leukocyte Extravasation Signaling (6/201)	6.73E-02	**ITGB2**, NCF1, **ITGAM**, THY1, **MMP2**, SELPLG
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses (4/106)	1.29E-01	IFIH1, CLEC7A, TLR7, CLEC6A
Activation of IRF by Cytosolic Pattern Recognition Receptors (3/72)	1.31E-01	IFIH1, IKBKE, IFIT2
Extrinsic Prothrombin Activation Pathway (2/20)	1.31E-01	F5, F3
Colorectal Cancer Metastasis Signaling (6/258)	1.31E-01	TLR7, **EGF**, IFNGR1, **MMP2**, ADCY7, LRP1

Genes tested by RT-PCR are highlighted in bold and underlined.

* (number of genes regulated in the same direction).

† top transcription factors for each analysis as assessed by GePS.

### Profiles shared by two strains, based on the defined filter criteria

As described in the methods section, we applied stringent filter criteria to capture the maximum number of genes with differential expression, allowing us to identify the most important LN related genes in the development of the disease in the different mouse models. This filter does however exclude those genes with a trend towards differences in expression. **Table 2** shows the regulation and associated significance in each mouse model of selected genes of interest. 103 genes were preferentially regulated (16 down and 87 up) in the NZB/W and NZW/BXSB strains with proliferative glomerulonephritis. These included the two chains of the CD11b molecule as well as other macrophage/DC expressed genes (IKBKE, FCGR3A, CXCL13) [11], [15]. These strains also had increased collagen type IV expression indicating expansion of basement membrane, as well as of collagen type 1, fibronectin, thrombospondin-2 and MMP2, indicating interstitial fibrosis and remodeling (**Figure 3A**). Transcription factor analysis revealed SPI-1 (PU.1) as the top transcription factor (**Table 1**), consistent with its role in inflammatory macrophage function and antigen presentation [23].

**Figure 3:**
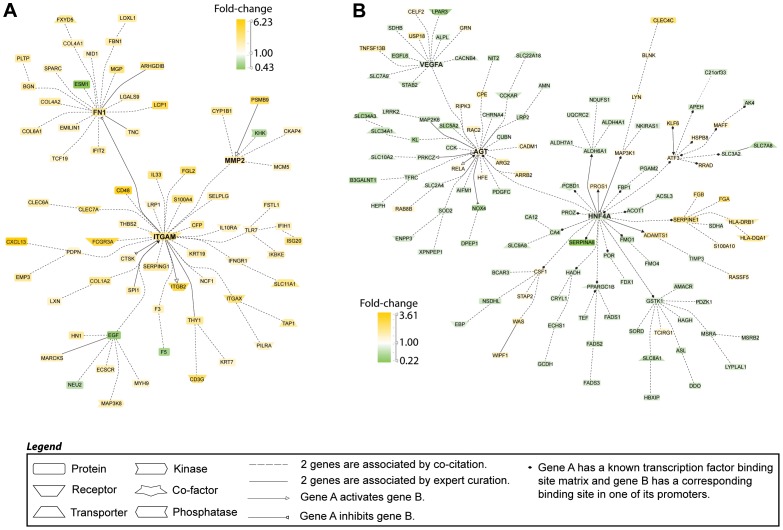
Literature-based analysis of limited gene expression patterns using Genomatix Pathway System (GePS) software. **A**. 103 shared genes were regulated in the same direction in the nephritic vs. prenephritic kidneys in NZW/BXSB and NZB/W mouse models. The picture shows the 72 that were co-cited in the same sentence of PubMed abstracts. **B**. 240 genes were regulated in the same direction in the nephritic vs. prenephritic kidneys in NZB/W and NZM2410 mouse models. The picture shows the 124 genes that were co-cited in PubMed abstracts in the same sentence. Orange represents the genes that are upregulated and green represents the genes that are downregulated in nephritic compared to prenephritic mice.

**Table 2:** Expression and significance of selected genes.

	NZB/W		NZM2410		NZW/BXSB	
Gene name	Fold-change	q-value	Fold-change	q-value	Fold-change	q-value
*Genes shared by two strains, based on the defined filter criteria*						
IKBKE	**1.72**	**0.0000**	1.638	0.0012	**1.43**	**0.0000**
FCGR3A	**3.87**	**0.0000**	1.654	0.0015	**2.06**	**0.0005**
CXCL13	**6.22**	**0.0000**	1.781	0.0079	**2.50**	**0.0000**
COL4A1	**1.59**	**0.0000**	*1.131*	*0.1691*	**1.76**	**0.0000**
FN1	**1.99**	**0.0000**	1.614	0.0029	**1.94**	**0.0000**
THBS2	**1.62**	**0.0006**	1.726	0.0112	**1.59**	**0.0000**
MMP2	**1.66**	**0.0000**	1.423	0.0101	**1.87**	**0.0000**
PROS1	**1.64**	**0.0000**	**1.53**	**0.0006**	1.34	0.0005
FGA	**3.61**	**0.0000**	**4.53**	**0.0005**	*1.44*	*0.2188*
FGB	**2.57**	**0.0004**	**4.82**	**0.0005**	1.83	0.0273
SERPINE1	**2.93**	**0.0000**	**5.83**	**0.0005**	1.72	0.0043
SERPINA6	**0.22**	**0.0000**	**0.04**	**0.0000**	*np*	
KRT20	2.37	0.0030	**17.06**	**0.0000**	**2.18**	**0.0000**
CLDN1	1.45	0.1531	**2.89**	**0.0000**	**1.79**	**0.0000**
CLDN7	1.56	0.0039	**2.71**	**0.0004**	**1.55**	**0.0000**
CLU	1.62	0.0048	**3.04**	**0.0000**	**1.96**	**0.0000**
CXCL1	1.84	0.0341	**5.47**	**0.0000**	**2.35**	**0.0000**
CXCL2	1.67	0.0250	**4.77**	**0.0000**	**2.93**	**0.0000**
*Genes unique to one model, based on the defined filter criteria*						
CD3D	**2.28**	**0.0000**	1.61	0.0057	1.31	0.0023
PTPN22	**2.60**	**0.0000**	2.03	0.0139	*0.86*	*0.2124*
FYN	**1.48**	**0.0000**	*1.09*	*0.3296*	*1.09*	*0.1870*
LCP2	**1.42**	**0.0000**	1.26	0.0062	1.24	0.0058
HLA-DOB	**1.78**	**0.0000**	*np*		*np*	
LCK	**1.73**	**0.0000**	1.43	0.0042	1.30	0.0027
SYK	**1.70**	**0.0000**	*1.15*	*0.1163*	1.29	0.0004
HELLS	1.67	0.0011	1.80	0.0016	**3.38**	**0.0000**
MCM2	1.33	0.0024	1.24	0.0212	**1.67**	**0.0002**
MCM3	1.39	0.0004	1.22	0.0315	**1.78**	**0.0000**
MCM6	*1.30*	*0.1408*	1.39	0.0084	**2.01**	**0.0000**
MCM7	1.33	0.0000	1.37	0.0000	**1.47**	**0.0003**
AURKB	*Np*		*np*		**1.81**	**0.0000**
COL5A1	1.43	0.0250	*1.03*	*0.4772*	**2.04**	**0.0000**
COL5A2	*1.02*	*0.9999*	0.83	0.0397	**1.68**	**0.0000**
COL6A2	1.41	0.0097	*1.12*	*0.4009*	**1.85**	**0.0000**
COL6A3	*1.15*	*0.4089*	*1.05*	*0.9999*	**2.03**	**0.0003**
NFKB1	1.27	0.0017	**1.43**	**0.0000**	1.34	0.0000
MYC	1.72	0.0015	**2.50**	**0.0006**	1.50	0.0013
EGR1	*0.85*	*0.9999*	**3.16**	**0.0006**	*0.63*	*0.2291*
JUN	*1.10*	*0.4309*	**2.17**	**0.0000**	*0.85*	*0.2382*
SOD3	0.80	0.0250	**0.59**	**0.0005**	*0.94*	*0.1747*

The genes passing the defined filter criteria are highlighted in bold. np: genes not passing the Affymetrix negative controls cut-off. In italic are the genes not significantly regulated (q-value>0.05).

NZM2410 mice shared 240 genes with the NZB/W strain (**Figure 3B**) and 126 genes with NZW/BXSB. NZB/W and NZM2410 mice shared genes associated with the coagulation and fibrinolytic cascades (Protein S, fibrinogen and plasminogen activator inhibitor - SERPINE) with HNF4A being the top transcription factor (**Tables 1** **and** **2**). Decreased expression of Serpina6 (corticosteroid binding protein) was also shared between these two strains (**Table 2**). The top shared ingenuity pathway was mitochondrial dysfunction **(** **Table 1** **)**. Upregulated genes shared between NZM2410 and NZW/BXSB included epithelial cell proteins (Keratin20, Claudin1, Claudin7, CLU) and the chemokines CXCL1 and CXCL2 that both bind to CXCR2 (**Table 2**).

### Unique gene profiles, based on the defined filter criteria

Each strain also expressed unique genes during nephritis, comprising 37, 35 and 46% of the total genes in the expression profiles of NZB/W, NZW/BXSB and NZM2410 kidneys respectively. In NZB/W mice, the major signal was derived from T cells, with 4 of the top 5 canonical pathways involving T cell activation (**Tables 1** **and** **2**). High levels of immunoglobulin transcripts in this strain reflected plasma cell infiltration. The top transcription factor was C/EBPβ a regulator of monocyte/macrophage proliferation and differentiation [24]. In NZW/BXSB mice there was evidence of chromosomal replication/chromatin remodeling (HELLS, MCM2-7, AURKB) suggesting cellular proliferation (**Table 2**). In addition, increased expression of collagen V and VI genes indicated a greater degree of interstitial fibrosis than in the other two strains (**Table 2**). The top transcription factor, LHX1, has essential roles in multiple steps of epithelial tubular morphogenesis during kidney organogenesis [25]. NZM2410 mice differentially regulated genes involved in multiple metabolic pathways, indicating cellular stress. Top transcription factors in this strain included JUN, a mediator of TGFβ induced fibrosis related to ER stress [26], NFKB, MYC and EGR1 (**Tables 1** **and** **2**).

### Validation by RT-PCR

After excluding genes that were not expressed on the arrays, the concordance between the microarray data and qPCR data was 85.0%, 87.8% and 93.9% in the NZW/BXSB, NZM2410 and NZB/W strains respectively (**Figure 4A** **, Table S3**). An increased sensitivity of the PCR assays accounted for almost all the observed discordance in NZB/W and NZW/BXSB mice whereas more than half of the discordance in NZM2410 mice was in genes that were <2 fold regulated on the microarrays. The higher discordance rates between microarray and real time PCR when low stringency cut-offs (<2 fold differences) are applied has previously been reported [27] but a higher stringency results in decreased specificity.

**Figure 4:**
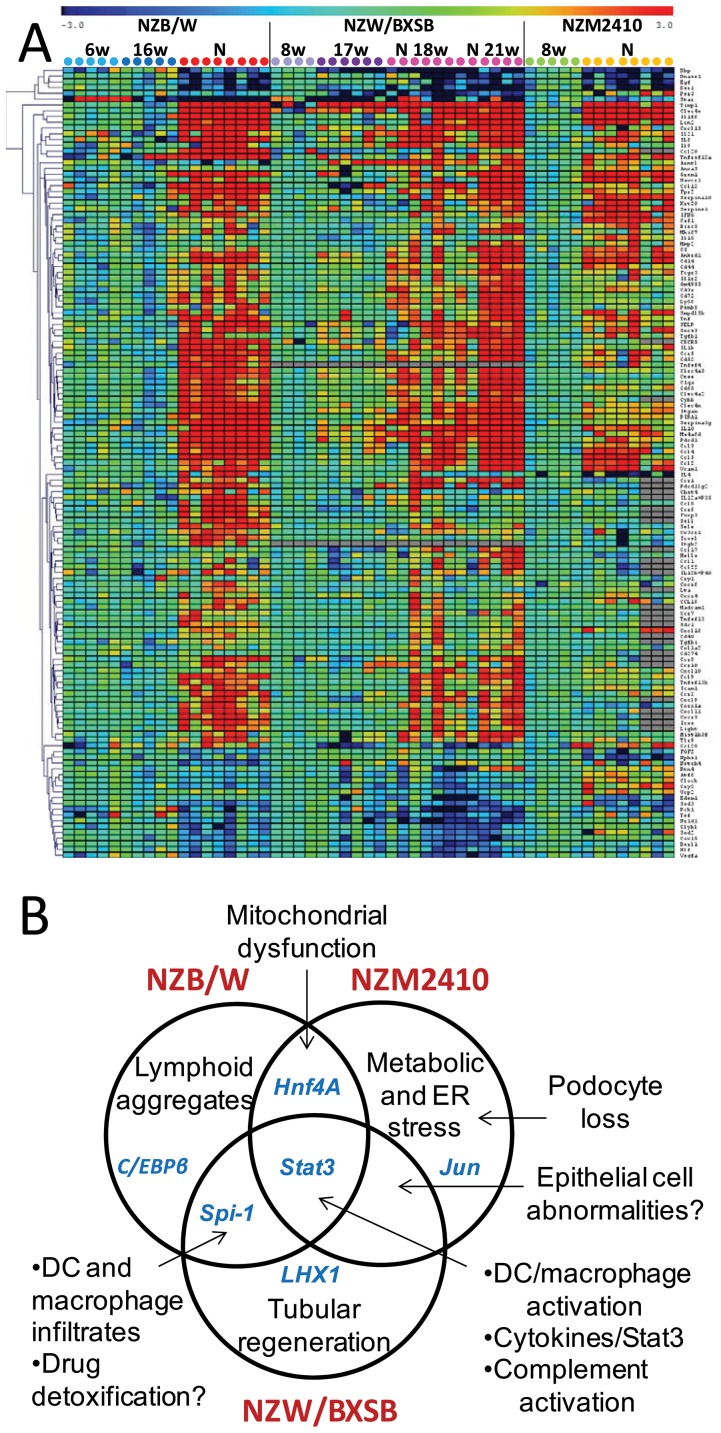
A. One way cluster analysis of genes with significantly altered expression in the PCR validation set (See Table S3). Gene expression was scaled to the mean of pre-nephritic controls for each strain. Significantly up or downregulated (>2 fold) genes by SAM with q value <0.05 are shown (corresponding to 137 genes). B. Summary of the unique and shared pathogenic pathways identified in the kidneys of the three mouse strains.

All three strains manifested significant regulation of 42 genes including LCN2, C3, IL1F6, C type lectins 4a3, 4e and 4N, ANKRD1, CCL2, CCL5, CXCL13, FCGR3, SERPINA10, ITGAM, TWEAK receptor, DNASE1, TIMP1 and VCAM-1 as demonstrated by microarray analysis. Because several cytokines either were not on the chip or did not pass the cut-off value, these were tested by PCR. IL6 and IL-10 signal through STAT3; these cytokines were tested and were upregulated in all three strains. Similarly, upregulation of IL-1β, TNFα and IFNγ was found in all three strains. Increased expression of IL17 was found in 50-85% of the mice in all three strains but reached significance only in the NZW/BXSB strain. The NZM2410 strain did not express IL-12p40, IL-21 or BAFF but was the only strain with increased expression of IL-18.

We next confirmed that the two strains with proliferative nephritis shared a profile consistent with inflammatory cell infiltration and endothelial activation. Genes in this set included chemokines, chemokine receptors, the actin cytoskeleton remodeling protein Coronin 1A, the vascular NADPH oxidase CYBB, LY86, CD40, BAFF, TLR9 and T cell molecules CD52, LIGHT, IL-21 and ICOS. Genes significantly downregulated in the kidneys of these two strains included the superoxide dismutases SOD2 and SOD3, the mitochondrial enzymes CLYBL and COX15, and estrogen related receptor β. Both strains manifested downregulation of the PAR domain basic leucine zipper transcription factors DBP, and HLF that control genes involved in lipid metabolism and detoxification [28]; downregulation of TEF, a gene with similar function was seen in NZW/BXSB. The NZM2410 mouse had less upregulation of CXC chemokines and their receptors than the other two strains and despite upregulation of CC chemokines, had only minimally increased expression of several of the corresponding chemokine receptors, consistent with the significantly lesser degree of inflammatory cell infiltration in this strain.

Unique genes regulated in NZB/W mice included the chemokine/chemokine receptor pair CCL20 and CCR6. Since we have previously identified Tregs in renal lymphoid aggregates of NZB/W mice [16] and Tregs express CCR6 we tested for FOXP3 expression. FOXP3 was upregulated only in NZB/W mice and correlated significantly with CCR6 expression (r value 0.87, p<0.001). In contrast, there was no correlation of CCR6 expression with IL-17A expression (not shown). Similarly, L selectin, a marker expressed on T cells in lymphoid aggregates [16] and CD138, a plasma cells marker, were found only in the NZB/W strain. Downregulation of nephrin was found only in NZM2410 mice reflecting podocyte loss associated with glomerulosclerosis. This strain also expressed ER stress markers ATF6 and RTN4. We confirmed the cell proliferation profile in the NZW/BXSB strain, with upregulation of the chromatin remodeling protein HELLS (helicase) and KI67. This strain also expressed the Th2 cell attracting chemokines CCL1, CCL17 and CCL22, perhaps reflecting the high degree of dendritic cell infiltration in this strain. A summary of the unique and shared pathogenic pathways identified in the three strains is shown in **Figure 4B**.

### Identification of proliferating cells In NZW/BXSB mice

To determine which cells were proliferating in nephritic NZW/BXSB mice we analyzed renal cells by flow cytometry after BrDU feeding. We found a significant increase in CD11b-/BrDU+ cells in nephritic compared with either young NZW/BXSB (4.1+/− 2.0 vs. 0.3+/− 0% total renal cells; p<0.05) or nephritic NZB/W mice (0.7+/− 0.3%; p<0.05 – **Figure 5A–E**) or NZM2410 mice (not shown). The BrDU+ cells were negative for lymphoid and macrophage/DC markers by flow cytometry (**Figure 5F–H** and not shown). In contrast, BrDU uptake in NZB/W kidneys was restricted to CD11b+ cells (**Figure 5I–L**). To localize the proliferating cells in nephritic NZW/BXSB kidneys we stained them with anti-Ki67 and anti-PCNA and showed a pattern consistent with tubular proliferation/regeneration (**Figure 5M–P**).

**Figure 5:**
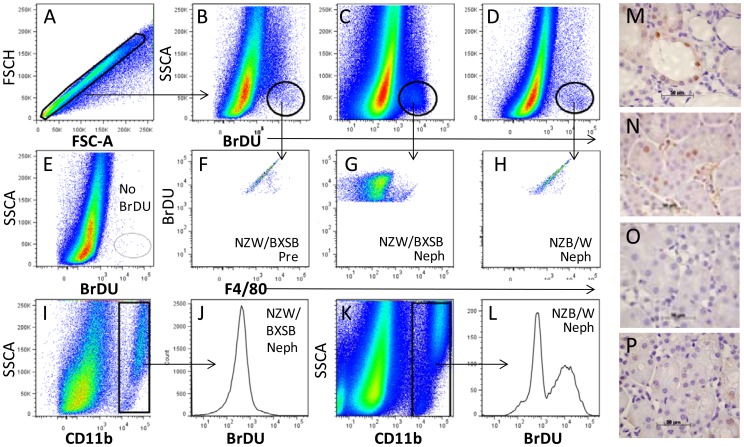
A–L. Flow cytometry analysis of proliferating cells. After gating for singlets (A), whole kidney cells from prenephritic (Pre - B, F) and nephritic (Neph - C, G, I, J) NZW/BXSB and nephritic NZB/W (D, H, K, L) mice were analyzed for BrDU incorporation. A BrDU^+^/F4/80^−^ population is seen only in nephritic NZW/BXSB mice (F–H). Proliferating CD11b^+^/F4/80^+^ macrophages are observed only in nephritic NZB/W mice (I–L). A non-BrDU treated control is shown in E. M–P. Immunohistochemistry of kidneys from nephritic NZW/BXSB (M, N), 8 week NZW/BXSB (O), and nephritic NZB/W (P) mice stained with antibodies to Ki67 (M) and PCNA (N–P). 40× magnification. Data are representative of 3 mice per stain.

## Discussion

Lupus nephritis is a serious complication of SLE in which glomerular immune complex deposition triggers a cascade of inflammatory events that can lead to irreversible renal damage. Heterogeneity in the degree and type of peri-glomerular and tubulointerstitial inflammation, macrophage infiltration, and non-immune responses to inflammation and hypoxia may all contribute to the current difficulty in achieving or predicting treatment responses.

Because human renal tissue is rarely obtained either before treatment or on more than one occasion, mouse models of lupus are useful for addressing mechanisms of tissue damage in lupus nephritis. We have previously reported an analysis of the shared molecular profiles between kidneys from three murine models and human lupus nephritis biopsies. Using a low stringency for differential gene expression we found that 25–32% of the regulated genes in mice were also regulated in SLE renal biopsies and that both shared and unique features of the murine models overlapped with the human disease [10]. A limitation of the prior study is that the human samples were obtained after the initiation of immunosuppressive therapy, which likely modulated their inflammatory profile. In this study we compared the full molecular profiles and the derived transcriptional networks of the three mouse models of SLE nephritis with each other so as to identify mechanisms for disease pathogenesis, potential biomarkers for disease phenotype and potential therapeutic targets that can be tested in the appropriate model.

Despite differences in histologic appearance among the three models, 23–36% of the total gene set was shared among the three strains, reflecting known pathogenic processes downstream of immune complex deposition such as complement activation, macrophage and endothelial cell activation, and processes involved in tissue damage and remodeling. Among the 263 genes regulated in all three models, STAT3 was the top transcription factor, having a binding site in the promoter regions of 60 of those 263. STAT3 acts as a master regulator of cell metabolism and is activated by many cytokines and growth factors including type I interferons, IL10, and the IL-6 family of cytokines; by real-time PCR we confirmed increased renal expression of both IL-6 and IL-10 in all three lupus strains as well as a panel of IFN-inducible genes. Activation of STAT3 is associated with many forms of renal injury and the JAK2/STAT3 pathway has been implicated in the progression of renal fibrosis in several models of renal disease [29]. A recent study showed that a JAK2 inhibitor reduces renal STAT3 phosphorylation and prolongs survival in 7 month old NZB/W mice [30]. Importantly, 30 and 25 of the 60 Stat3 regulated genes identified in the mice were regulated in glomeruli and tubulointerstitium of human SLE renal biopsies respectively (**Table S2**), suggesting that Jak inhibitors may be a potential therapeutic approach for human SLE nephritis.

The most highly upregulated cytokine was IL1F6 (IL-36A), a member of the IL-1 family that is expressed by epithelial cells in the distal convoluted tubules and cortical collecting ducts of mice with SLE [31]. IL1F6 induces expression of IL-6 in epithelial cells and mediates a decrease in adhesion and loss of cuboidal morphology in a renal epithelial cell line [31]. IL1F6 is pathogenic when expressed in the skin and is highly expressed in human psoriasis [32]. In all three strains the level of expression of IL1F6 as assessed by qPCR correlated significantly with LCN-2 and HAVCR1, two markers of proximal tubular damage (r values for NZM2410: 0.5562, p = 0.0021 and 0.8489, p<0.0001; r values for NZB/W: 0.3729, p = 0.0077 and 0.8186, p<0.0001; r values for NZW/BXSB: 0.9063, p<0.0001 and 0.9277, p<0.0001), showing that progressive nephritis is associated with damage to the entire tubular system. Importantly, significant upregulation of these three markers did not occur in the human biopsies [10], indicating a lesser degree of tubular damage in treated individuals; this is consistent with our previous findings that glomerular damage precedes tubulointerstitial damage in NZB/W mice, that upregulation of LCN-2 and HAVCR1 occurs only in the late stages of SLE nephritis in NZB/W and NZW/BXSB mice, and that there is marked downregulation of LCN-2, IL1F6 and HAVCR1 in the kidneys of mice in remission ([11], and manuscript in preparation).

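Lcn2 (Entrez 16819), Il1f6 (Entrez 54448, also called Il36a) and Havcr1 (Entrez 171283) were measured in kidneys of mice in remission and in 30-week NZB/W kidneys without proteinuria. Nephritic kidneys are not analysed here, so the values give the levels reached in remission and not the decrease from nephritis. For scale, the paper's Table S1 reports folds of nephritic over prenephritic NZB/W kidneys of 21.72 for LCN2, 1.95 for IL36A and 2.58 for HAVCR1. In NZM2410 kidneys the folds were 43.71, 3.71 and 51.42 in the same order. These folds are linear, whereas the values below are on the log2 scale. Havcr1, which encodes kidney injury molecule 1 of the proximal tubule, had a log2 value of 9.22 ± 0.47 (SD, n = 7) at 30 weeks and 8.67 ± 0.24 (SD, n = 8) in early remission. All 8 kidneys in early remission lay below the 30-week mean (difference -0.54, p = 0.0163 and 0.0979 after adjustment over 18 tests, two-sided exact permutation test), and limma's adjusted p was 0.346. The batches are not named, so a batch difference between these groups was not excluded. Lcn2 encodes lipocalin 2 and averaged 6.82 ± 0.97 (SD, n = 7) at 30 weeks and 6.68 ± 0.97 (SD, n = 8) in early remission (difference -0.13, exact permutation p = 0.789). Without 30-week replicate 2, whose Lcn2 value of 8.56 was the highest of its group, the Lcn2 difference was 0.16. Il1f6 averaged 6.32 ± 0.17 (SD, n = 7) at 30 weeks and 6.34 ± 0.25 (SD, n = 8) in early remission (difference 0.02, exact permutation p = 0.852). In late remission after TACI-Ig and CTLA4Ig, Il1f6 averaged 6.84 ± 0.37 (SD, n = 5), and 5 of 5 kidneys lay above the 30-week mean (difference 0.52, exact permutation p = 0.00758, 0.0682 after adjustment over 18 tests). Limma's adjusted p for this difference was 0.203. With 1 kidney left out, the difference ran from 0.42 (without TACI-Ig replicate 5) to 0.63. The smallest adjusted p among these fits was 0.0342 (difference 0.61, without TACI-Ig replicate 2). Lcn2 in these 5 kidneys averaged 8.00 ± 1.53 (SD) with a range of 6.32 to 10.41 (difference from 30 weeks 1.19, exact permutation p = 0.123), and the difference was 0.58 without replicate 5. Havcr1 averaged 8.72 ± 0.58 (SD, n = 5), with 4 kidneys between 8.34 and 8.69 and replicate 4 at 9.73 (difference -0.49, exact permutation p = 0.143, and -0.75 without replicate 4). In late remission after triple therapy, Lcn2 averaged 7.32 ± 0.91, Il1f6 6.54 ± 0.26 and Havcr1 9.01 ± 0.44 (SD, n = 6), group means that equal those of the 30-week and TACI-Ig kidneys pooled, to within 0.026. In NZM2410 kidneys in remission, Lcn2 averaged 7.57 ± 1.59, Il1f6 5.89 ± 0.32 and Havcr1 7.38 ± 1.02 (SD, n = 6). Replicate 3 of this group had the highest Lcn2 (10.14) and Havcr1 (9.43), against 6.00 to 8.65 and 6.69 to 7.25 in the other 5 kidneys. For the downregulation of these markers in remission, the paper cites an earlier study and a manuscript in preparation. It sets this downregulation beside the human biopsies without significant upregulation. From the biopsies it reasons to a lesser degree of tubular damage in treated individuals.

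**Figure D1:**
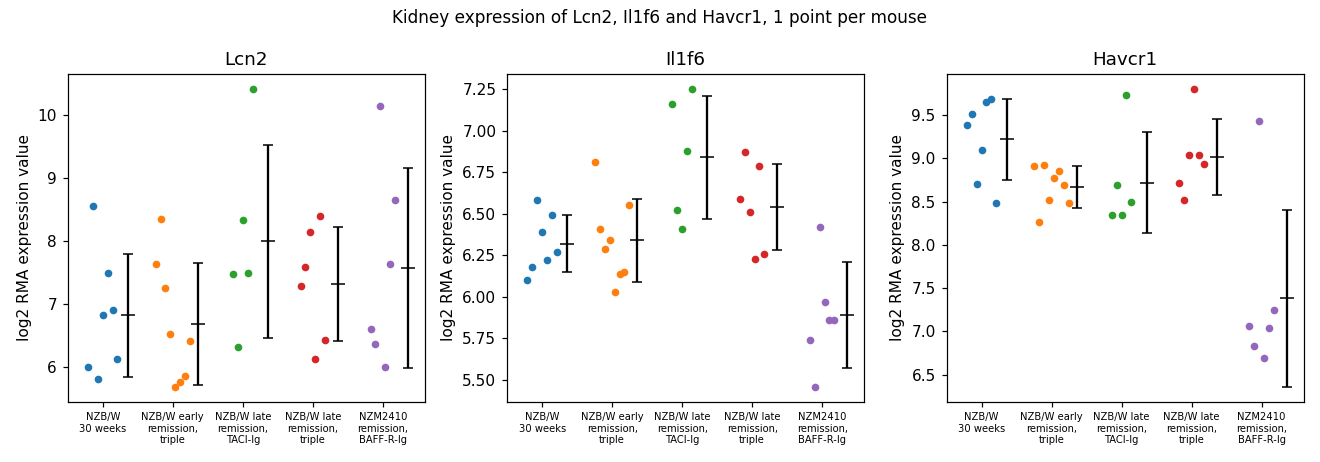
Log2 expression (RMA) of Lcn2, Il1f6 and Havcr1 per kidney in the 30-week, early-remission, late-remission and NZM2410 remission groups, with points for kidneys and bars for the mean ± SD. Havcr1 in early remission lies between 8.26 and 8.92 and at 30 weeks between 8.48 and 9.68, and Il1f6 after TACI-Ig and CTLA4Ig lies between 6.41 and 7.25 and at 30 weeks between 6.10 and 6.58.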

Another shared upregulated cytokine was IL-34, an alternate ligand for the CSF1 receptor. This cytokine is expressed by neurons and keratinocytes and directs the differentiation of macrophages in brain and skin [33], [34]. In the skin, IL-34 is not required for infiltration or differentiation of inflammatory monocytes but it is necessary for the maintenance of Langerhans cells after the resolution of inflammation [33]. A small amount of IL-34 is constitutively expressed by kidney proximal tubules [34]. Whether there is a role for IL-34 either in the maintenance of local renal macrophages or in the propagation of renal inflammation is not yet known.

We also showed that the downregulation of DNAse1 previously described in NZB/W mice and in human Class IV lupus nephritis [35] occurs in all three murine models. While it is still not known how renal DNAse1 expression is regulated, its lack has been postulated to enhance the size of chromatin deposits in the kidney and therefore the amount of autoantibody deposition and the pro-inflammatory response to nucleic acids [36]. Other protective genes that were downregulated included the superoxide dismutase 2 that protects from tissue hypoxia [37], [38].

It was surprising that the two models with proliferative disease only shared a small number of additional genes. Since most of the renal tissue is derived from the interstitium, it is possible that some of the glomerular signature was diluted in the whole kidney sample. Analysis of isolated glomeruli should further address this possibility. Nevertheless, the shared expression of macrophage related genes in proliferative disease suggests that macrophage activation and interstitial accumulation contributes to the poor prognosis of this histologic subtype. Indeed, poor prognosis has been found to correlate best with macrophage infiltration and with total number of interstitial CD45+ cells in several studies of human SLE [39], [40]. We did not observe upregulation of genes that are highly expressed in human netting neutrophils [41], consistent with the low number of infiltrating neutrophils in these mouse strains.

Genes associated with coagulation/fibrinolysis were more highly expressed in NZB/W and NZM2410 mice than in NZW/BXSB. One of these, PAI, is associated with renal fibrosis; targeting of PAI protects from renal fibrosis in a variety of models [42]. Preliminary studies have indicated that inhibition of PAI is protective in the NZB/W model, an appropriate model to test this therapeutic intervention (Naiman et. al. Abstract 2681, American College of Rheumatology Annual Meeting, Nov 2012). Another downregulated gene in both NZB/W and NZM2410 mice was Serpina6, a corticosteroid binding globulin that is expressed in proximal tubules only in female kidneys [43] where it is a regulator of renal osmotic pressure.

Although the kidneys receive a large amount of blood flow, tubular blood flow is easily compromised because it depends on upstream blood flow through the glomeruli. Oxidative stress alters mitochondria and electrolyte transport efficiency and this in turn stimulates interstitial fibrosis and may induce or worsen hypertension [44].The NZB/W and NZM2410 strains shared a mitochondrial dysfunction signature; importantly, this signature was shared by human renal SLE biopsies [10]. Targeting oxidative stress may be another approach to protect the kidney in SLE patients and can be tested in the NZB/W and NZM2410 models.

We identified a set of epithelial genes shared between nephritic NZM2410 and NZW/BXSB mice. These included Claudin1, a protein associated with tight junctions of renal epithelial cells [45], Slp-2a that regulates tubular apical polarization [46] and clusterin, an inhibitor of tight junction disintegration by MMPs [47]. These strains also expressed high levels of the CXCR2 ligands CXCL1 and CXCL2. CXCL1 is produced by renal epithelial cells in response to HGF stimulation and helps to mediate tubule repair [48]. This signature, in sum suggests an alteration in differentiation state of the renal epithelium of these two strains.

Unique features of each model were also highly informative. The accumulation of lymphoid aggregates, that occurs in some human SLE patients [8], [49], was found predominantly in the NZB/W model and was manifested by expression of adhesion molecules, activated T cell markers and accumulation of regulatory T cells and plasma cells. A B cell signature similarly occurs in only a subset of human SLE renal biopsies ([49] and our unpublished data) although neither T nor B cell numbers were found to correlate with prognosis [40]. While all three models manifested features of metabolic stress, this was most marked in the NZM2410 model in which there was little accumulation of lymphoid or myeloid cells. Tubular regeneration was noted in the NZW/BXSB model. Finally, we observed a decrease in the circadian transcription factors, DBP, HLF and TEF in NZW/BXSB and, to a lesser extent in NZB/W mice. These transcription factors regulate proteins that contribute to detoxification of a variety of substrates including cyclophosphamide [28]. Downregulation of circadian transcription factors can be mediated by cytokines such as TNF [50] and TGFβ [51] and dysregulation of the metabolic clock may exacerbate inflammation [52]. Importantly, dysregulation of these factors may have clinical significance with respect to toxicity of drugs used to treat active nephritis. Our data suggests that more work is required to determine the effects of nephritis on renal circadian functions.

Activation of intrinsic protective mechanisms also occurred in the nephritic kidneys. Examples include upregulation of SOCS3, an inactivator of cytokines, SERPINA3G (Spi-2A) that protects from caspase mediated cell death [53], NOX2 that may protect against ischemia and oxidative stress [54] and clusterin that protects against renal fibrosis [55]. A challenge in SLE nephritis therapy is maintaining naturally protective pathways while antagonizing pro-inflammatory pathways, so as to promote healing rather than scarring.

Our approach shows that in addition to identifying broadly applicable pathogenic features of SLE nephritis, we can also predict the appropriate mouse model to study specific pathologic features of and therapeutic approaches for lupus nephritis. Our study identifies both immune and non-immune pathways of renal damage that could be independently targeted in a personalized fashion.

## Supporting Information

Table S1 List of regulated unique and shared genes (human orthologs) in the nephritic vs. prenephritic mice of the NZB/W, NZM2410 and NZW/BXSB strains.

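Table S1 gives, by human ortholog, the genes whose renal expression differed between nephritic and prenephritic mice, with a fold and a q value per strain. A fold above 1 stands for higher expression in nephritis. Its sections hold 349 genes of NZB/W alone, 536 of NZM2410 alone, 262 of NZW/BXSB alone, 263 shared by all strains, 240 shared by NZB/W and NZM2410, 126 by NZM2410 and NZW/BXSB and 103 by NZW/BXSB and NZB/W. Of these 1879 entries, 1731 matched a mouse gene measured in the kidneys of mice in remission. For NZB/W mice, 472 measured genes were higher in nephritis and 415 were lower. In early remission, 68 of the 472 genes had a mean above that of 30-week kidneys, and 308 of the 415 genes did. Whether both groups shared a batch is not known. The mean log2 difference was -0.14 for the 472 genes (adjusted p = 1e-21 from limma's camera test with a preset correlation, adjusted p = 0.521 with an estimated correlation), and 4 of them were lower when adjusted over the list alone. For the 415 genes it was 0.08 (adjusted p = 0.000999 with the preset correlation, adjusted p = 0.932 with an estimated correlation), and 1 was higher when adjusted over the list alone. Without 30-week replicate 2, the mean differences were -0.03 (adjusted p = 0.00155) and 0.02 (adjusted p = 0.803), and for the 415 genes 0.05 (adjusted p = 0.0622) without early-remission replicate 7. After TACI-Ig and CTLA4Ig, the 415 genes went the other way, averaging -0.249 (camera adjusted p = 0.506 with an estimated correlation). Their scores, log2 values minus the mean over all 32 kidneys, were -0.462, -0.316 and -0.445 in replicates 1, 3 and 5. They were 0.111 and -0.069 in replicates 2 and 4, against a 30-week mean of 0.013. After triple therapy the 415 genes averaged -0.104 (camera adjusted p = 0.376 with an estimated correlation). The triple therapy mean equalled that of the pooled 30-week and TACI-Ig kidneys to within 0.026 per gene. This value thus follows the TACI-Ig value and is not a separate observation. In late remission the 472 genes had no fixed direction. With 1 kidney left out, their mean ran from -0.020 to 0.186 after TACI-Ig and CTLA4Ig and from -0.046 to 0.144 after triple therapy.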

(DOCX) Click here for additional data file.

Table S2 Stat3 regulated genes in NZB/W, NZM2410, NZW/BXSB and in human LN renal biopsies.
(DOCX) Click here for additional data file.

Table S3 Comparison of microarray data and qPCR data.
(DOC) Click here for additional data file.

# Supplementary material for: Comparative Transcriptional Profiling of 3 Murine Models of SLE Nephritis Reveals Both Unique and Shared Regulatory Networks
**Source:** PLoS One. 2013 Oct 22;8(10):e77489. doi: 10.1371/journal.pone.0077489
**Supplement:** Table S1 — List of regulated unique and shared genes (human orthologs) in the nephritic vs. prenephritic mice of the NZB/W, NZM2410 and NZW/BXSB strains.

**Table S1:** List of regulated unique and shared genes (human orthologs) in the nephritic vs. prenephritic mice of the NZB/W, NZM2410 and NZW/BXSB strains (defined filter criteria: q-value <0.001, fold-change ≥1.4 for the up-regulated genes and ≤0.7 for the down-regulated genes). The genes passing the filter criteria are highlighted in bold. *np: genes not passing the Affymetrix negative controls cut-off.*

# Supplementary material for: Comparative Transcriptional Profiling of 3 Murine Models of SLE Nephritis Reveals Both Unique and Shared Regulatory Networks
**Source:** PLoS One. 2013 Oct 22;8(10):e77489. doi: 10.1371/journal.pone.0077489
**Supplement:** Table S2 — Stat3 regulated genes in NZB/W, NZM2410, NZW/BXSB and in human LN renal biopsies.

**Table S2:** Stat3 regulated genes in NZB/W, NZM2410, NZW/BXSB and in human LN renal biopsies (1).

ns = not significantly regulated; #N/A = not on the Human Affymetrix array or not passing the expression cut-off. Genes discordantly regulated in the 3 mouse models and in humans are highlighted in italic - bold.

*(1) Reference: Cross-species transcriptional network analysis defines shared inflammatory responses in murine and human lupus nephritis. Berthier CC et al., J Immunol, 2012, 189(2):988-1001. PMID: 22723521.*

# Supplementary material for: Comparative Transcriptional Profiling of 3 Murine Models of SLE Nephritis Reveals Both Unique and Shared Regulatory Networks
**Source:** PLoS One. 2013 Oct 22;8(10):e77489. doi: 10.1371/journal.pone.0077489
**Supplement:** Table S3 — Comparison of microarray data and qPCR data.

**Table S3:** Comparison of microarray data and qPCR data.

nc: not on the Affymetrix Brain Array annotation version 10. np: not passing the Affymetrix negative control cut-off. ns.: not significant.

Discordant genes between microarray and PCR are in **bold**.

How the deposited data were processed for this re-analysis (not part of the article)

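Kidney expression was measured on Affymetrix arrays in 32 kidney samples in 5 groups, namely NZB/W mice at 30 weeks without treatment or proteinuria (7 samples), in early remission after triple therapy (8), in late remission after triple therapy (6) and in late remission after TACI-Ig and CTLA4Ig (5), and NZM2410 mice in remission after BAFF-R-Ig (6). Groups were taken from the sample labels. The deposited values are log2 expression values, which the submitters' processing notes state were made with RMA, and the paper's methods state that arrays were normalized and batch-corrected together. Neither the batches nor a software version is named. Array medians ranged from 7.04 to 7.17, and the values were used as deposited. No columns of values were left out, and the highest correlation between 2 arrays was 0.9973.

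Of 16539 probe sets, made per Entrez gene, 15780 had a gene name and were tested, and 15752 of their Entrez IDs were in the RefSeq annotation. The 64 array controls and 695 probe sets without a name were left out of the tests. Each gene had 1 probe set, so averaging several probe sets per gene was not needed. Arrays give no depth, and their number limits the precision.

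There were 6 comparisons: each NZB/W remission group with the 30-week group, late with early remission after triple therapy, the late-remission groups with each other, and NZM2410 remission with NZB/W late remission after TACI-Ig and CTLA4Ig. Each was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. A stricter count used the study's filter, an adjusted p of at most 0.001 with a fold of at least 1.4 or at most 0.7, which the study applied to the q value of SAM. Sets of genes were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over 282 tests, namely 47 lists in 6 comparisons. The lists held genes of pathways and cell types and the genes of Tables S1 and S2. Group means of Lcn2, Il1f6 and Havcr1 and mean list scores per kidney were compared with two-sided exact permutation tests (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15), and correlations with permutation tests, of 100000 resamples where n was 10 or more. Genes named in the text are the 10 with the largest and the 10 with the smallest log2 fold change among those past the threshold in a comparison, the genes the paper names (87, of which 80 were measured), and Lcn2, Il1f6 and Havcr1. A gene named outside this rule is said to be chosen after its values were seen. Values of Tables S1 and S2 had been seen when the rule was written.

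Alternatives were a joint fit over all groups, quantile normalization again, median centring, the dimmest genes left out (log2 mean below 6.07, leaving 10520 genes), array weights, an intensity trend with a robust prior, a SAM-type test with 100 permutations, the replicate number as a block, the letters of the sample names as a covariate, mice with the letters BG alone, a pair of samples with the same mouse code left out, and each kidney left out in turn. Groups, lists, these alternatives and the tests other than those named next were set before the data were examined. Adrenal genes left out (28 genes, leaving 15752) and correlations without the late-remission triple therapy kidneys were added after the data were seen. The 28 genes were the 10 of the adrenal list and 18 others with r above 0.8 to the mean of its cortex genes. The splits of the kidneys were also chosen after the results were seen. So were the tests of adrenal tissue, of the late-remission triple therapy mean and of single kidneys. A kidney was taken to stand apart by Dixon's test at the 95% level. Each comparison was repeated on 100 splits of its kidneys into groups of the same sizes, the real one included. The analysis was tested on simulated data in which 100 genes per size were shifted, and 65% to 89% of the genes were recovered at a log2 shift of 0.5 and 93% to 100% at a shift of 1. In the kidneys themselves, Hpd differed by 0.96 between early remission and 30 weeks with a limma adjusted p of 0.127, and was not called. The recovered shares thus do not show that shifts of these sizes were absent where 0 genes were called.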

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

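The splits of the samples, the tests of adrenal tissue, of the late-remission triple therapy mean and of single kidneys, and the counts with adrenal genes left out were chosen only after the results were seen.

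The mean of the late-remission triple therapy kidneys equalled the mean of the 12 kidneys of the 30-week and TACI-Ig groups in every gene to within 0.026, with fitted weights of 0.585 for the 30-week mean, -0.003 for the early-remission mean and 0.418 for the TACI-Ig mean, against shares of kidneys of 0.583 and 0.417. Expression truly intermediate between these groups is argued against by the 42 hybridization and labelling controls, which measure no mouse gene and matched to within 0.0155, against a median standard error of 0.184. The SD of the difference over genes was 0.0602 of the median standard error that the spread between kidneys gives, so the identity is consistent with the authors' batch correction, a candidate explanation being that this group formed a batch whose means were set to those of another. The batches are not named in the paper's text, and whether the kidneys also differed in biology stays open and untested. All differences of this group from the other groups carry this limit. The early-remission mean had a weight of only -0.003. Under the candidate explanation, the early-remission kidneys were thus not part of the batch that set these means. Early remission against 30 weeks may then also compare different batches, which was not tested.

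Adrenal transcripts varied between kidneys of one group: the mean of 7 adrenal cortex genes was 8.12 ± 1.56 (SD, n = 7) at 30 weeks, 7.30 ± 1.41 (SD, n = 8) in early remission, 5.66 ± 0.10 (SD, n = 5) after TACI-Ig and CTLA4Ig, between 6.96 and 7.20 in the 6 kidneys in late remission after triple therapy and 5.63 ± 0.11 (SD, n = 6) in NZM2410 kidneys. Over 26 NZB/W kidneys with group means removed, the cortex genes and 3 adrenal medulla genes correlated with r = 0.96 (permutation p = 8e-05; rho = 0.90, permutation p = 0.00017), and with r = 0.94 without the 2 kidneys farthest from the median, which argues against steroid synthesis within the kidney and is consistent with attached adrenal tissue. Between the late-remission groups, 12 genes were higher after triple therapy than after TACI-Ig and CTLA4Ig and none was lower by limma or by SAM (52 genes higher and 33 lower at an unadjusted p under 0.05), among them Cyp21a1 (log2 fold change 2.11, adjusted p = 1.48e-06 from limma), Hsd3b1 (1.90), Cyp11b1 (1.86), Chgb (1.85), Cyp11a1 (1.80) and Star (1.75), with TACI-Ig means below 6.07, where sizes and their order are uncertain, for each of these but Hsd3b1. Adrenal tissue on some of the triple therapy kidneys is argued against by the SD of their cortex mean, 0.11. An equal share on all of them, as the source of the difference, is argued against too. All 12 gene means lay within 0.013 of the pooled 30-week and TACI-Ig mean, although the median SD between 30-week kidneys was 1.79. A group mean set by batch correction to that of other kidneys would give this match. How much adrenal tissue these kidneys held stays open, since a mean set in this way does not show it. Left out were 28 adrenal genes, the 10 of the adrenal list and 18 others with r above 0.8 to the mean of the cortex genes. The called genes were among them. The count of 0 genes that then passed the limma test or the study's filter was therefore fixed by this choice. With the joint fit, 0 genes passed either. Chance was not excluded for the 12 genes, since another split gave 17 (2 of 100 splits gave at least as many, the real one included). For the 8 genes past the filter, chance was excluded (1 of 100, highest other 0).

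In 30-week replicate 2, 254 genes were over 2-fold higher and 54 over 2-fold lower than in the mean of the other 6 kidneys, which each had 2 to 23 and 0 to 35 such genes, and in NZM2410 replicate 3 the counts were 120 and 14, against 4 to 23 and 5 to 53. List scores, the mean over a list of the log2 value minus its mean over all 32 kidneys, stood apart in 30-week replicate 2 for macrophages and dendritic cells (1.30, others -0.38 to 0.15), complement (0.88, -0.22 to 0.24), chemokines and receptors (0.99, -0.26 to 0.11), T cells (0.59, -0.24 to 0.06), antigen presentation (0.78, -0.42 to -0.05), extracellular matrix (0.33, 0.04 to 0.16), endothelial activation (0.23, -0.13 to -0.01), cell cycle (0.65, -0.24 to 0.11), lymph node (0.69, -0.15 to 0.11), podocyte (-0.41, -0.05 to 0.07) and proximal tubule (-0.33, 0.03 to 0.20) genes, and Havcr1 did in NZM2410 replicate 3 (9.43, others 6.69 to 7.25). Attached lymph node tissue alone is argued against by the collecting duct genes (mean difference from the other kidneys 0.05, standard error 0.11), which were not lower as the NZB/W genes lower in nephritis were (-0.41), and a kidney of the other strain by the position of NZM2410 replicate 3 on the genes that differ between strains, chosen without the kidney measured, 0.92 (0.94 to 1.07 in the others). Of the NZB/W genes higher in nephritis, 442 of 472 were higher in 30-week replicate 2 than in the mean of the other kidneys of its group (mean difference 0.78), and of the NZM2410 genes higher in nephritis 469 of 497 were higher in NZM2410 replicate 3 in the same way (mean difference 0.56), which is consistent with nephritis under way in the first and nephritis still present in the second. The 30-week replicate 2 was singled out by inflammatory genes, which the nephritis list also holds, so its count is not a separate test. Whether a mouse of another stage was mislabelled or nephritis had begun or persisted stays open.

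Dixon's test found a kidney apart in 27 of 155 tests, and chance finds one in about 1 in 20 groups. Havcr1 after TACI-Ig and CTLA4Ig was 9.73 in replicate 4 (others 8.34 to 8.69), where immediate early genes were also higher (0.66, others -0.35 to -0.15). Fatty acid oxidation genes were highest in early-remission replicate 2 (0.74, others -0.36 to 0.02), as were hypoxia genes (0.19, others -0.03 to 0.06), and in TACI-Ig replicate 2 (0.07, others -0.24 to -0.19). Loop and distal tubule genes were highest in late-remission triple therapy replicate 11 (0.03, others -0.18 to -0.13) and in NZM2410 replicate 2 (0.44, others 0.27 to 0.33). Neutrophil genes were highest in early-remission replicate 8 (0.44, others -0.08 to 0.15) and lowest in NZM2410 replicate 2 (-0.64, others -0.40 to -0.32). Red blood cell genes were highest in early-remission replicate 8 (1.15, others -0.11 to 0.24) and lowest in late-remission triple therapy replicate 8 (-0.87, others 0.07 to 0.41). Adipose tissue genes were lowest in 30-week replicate 3 (-0.02, others 0.41 to 0.73) and in late-remission triple therapy replicate 6 (-1.52, others 0.13 to 0.94). Pancreas genes were highest in early-remission replicate 8 (0.34, others -0.15 to 0.02) and in TACI-Ig replicate 1 (0.81, others 0.01 to 0.09).

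Between late and early remission after triple therapy, 11 genes were lower in late remission and none was higher by limma (237 higher and 601 lower at an unadjusted p under 0.05; SAM called 2 higher and 31 lower, and limma with name letters as covariate 25 higher and 13 lower, which rests on early-remission replicate 8, the 1 early kidney with the letter of the late ones, assumed to vary like the other kidneys). The largest decreases were in Cndp1 (log2 fold change -0.59, adjusted p = 0.0301), Wfdc15b (-0.42), Gstk1 (-0.40), Dcxr (-0.38) and Echs1 (-0.38), and the others named by the rule were Bdh2, Gcdh, Gstz1, Selenbp1 and Ak3. Chance was excluded for the 11 genes (1 split of 100, highest other 2), and 0 genes passed the study's filter by limma, a count that 100 of 100 splits reach by construction (highest other 0; SAM called 1). The count was 0 with quantile normalization again, 1 with the joint fit, 1 with the replicate block, 0 without any 1 of late-remission replicates 6, 7, 9 and 10 or of early-remission replicates 3 to 7, 4 without late-remission replicate 11, 27 and 30 without early-remission replicates 2 and 8, and 32 without late-remission replicate 8. Since the late-remission mean equals that of the 30-week and TACI-Ig kidneys to within 0.026, these differences cannot be assigned to time in remission.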

How the results depend on the processing

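Adrenal genes left out and correlations without the late-remission triple therapy kidneys were the tests chosen only after the results were seen. Of 1671 values of 80 results under alternatives, 1428 kept their direction and their side of the threshold or their count to within 1.5 times. Of the others, 164 no longer passed the threshold, 12 passed it only under the alternative, 44 counts moved by more and 23 values changed direction, for lists as camera gives it. Leaving out a single kidney gave 994 of these values, of which 846 were the same. Causes of changes below were not tested unless stated.

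Changed genes in early remission against 30 weeks were 0 by limma and 3 with the joint fit, 123 with array weights, 23 with SAM, 1 with name letters as covariate and 0 to 12 with 1 kidney left out, and those past the study's filter 0 and 5 with SAM. For TACI-Ig and CTLA4Ig against 30 weeks they were 0, 280 with SAM, 1 with the replicate block and 0 to 1309 with 1 kidney left out (1309 without TACI-Ig replicate 2), and past the filter 0 and 5 with SAM. For late against early remission they were 11, 1 with the joint fit, 0 with quantile normalization again, 65 with array weights, 7 with trend and robust prior, 33 with SAM, 1 with the replicate block, 38 with name letters as covariate and 0 to 32 with 1 kidney left out, and past the filter 0, 1 with SAM and 1 with name letters. With name letters, late against early remission rests on early-remission replicate 8, the 1 early kidney with the letter of the late ones, assumed to vary like the others. Between the late-remission groups they were 12, and 8 past the filter, and both were 0 with the joint fit and, because the called genes are adrenal, 0 with adrenal genes left out. These groups share no replicate numbers, so no paired analysis was possible. For NZM2410 against NZB/W they were 9388, and 5368 with the dimmest genes left out, where fewer genes are tested (8810 to 9565 with 1 kidney left out), and past the filter 3153, 1820 with quantile normalization again, 1446 with the dimmest genes left out, 198 with SAM and 1774 with the replicate block (2663 to 3504 with 1 kidney left out). Late remission after triple therapy against 30 weeks stayed at 0 by limma and SAM in every alternative (46 genes at an unadjusted p under 0.05).

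Il1f6 in early remission against 30 weeks was 0.02, and -0.07 with array weights, -0.01 with the replicate block, -0.02 without the shared code, -0.04 with BG mice only, -0.04 with name letters and -0.05 to 0.07 with 1 kidney left out. For late against early remission, Il1f6 was 0.20, and -0.01 with name letters, and Lcn2 was 0.64, and 1.65 with the replicate block (3 shared numbers, adjusted p = 0.0428 from limma). Lcn2 in early remission against 30 weeks was -0.13, and -0.37 to 0.16 with 1 kidney left out (0.16 without 30-week replicate 2). Il1f6 after TACI-Ig and CTLA4Ig was 0.52, and 0.42 to 0.63 with 1 kidney left out (smallest adjusted p = 0.0342, without TACI-Ig replicate 2). Lcn2 in NZM2410 against NZB/W kidneys was -0.44, and -0.95 to 0.17 with 1 kidney left out. Of 279 values for Lcn2, Il1f6 and Havcr1 in the comparisons with 30 weeks and of late with early remission, 265 were the same, of 111 in the other comparisons 110 were, and of 781 for other named genes 622 were and 159 no longer passed the threshold.

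Genes higher in NZB/W nephritis averaged -0.143 in early remission against 30 weeks (adjusted p = 0.521 with an estimated correlation) and genes lower in nephritis 0.076 (adjusted p = 0.932 with an estimated correlation; 0.017 to 0.116 with 1 kidney left out, 0.017 without 30-week replicate 2). In late remission after triple therapy the higher genes averaged 0.03 (adjusted p = 0.992 with an estimated correlation), and with the preset correlation 0.034 with the dimmest genes left out (adjusted p = 0.00431), 0.166 with array weights (adjusted p = 2.18e-14), 0.218 with the replicate block (2 shared numbers, adjusted p = 1.21e-25) and -0.046 (called as lower, adjusted p = 0.00281, without late-remission replicate 10) to 0.144 (adjusted p = 4.57e-12, without 30-week replicate 2) with 1 kidney left out, and the lower genes -0.104 (adjusted p = 0.376 with an estimated correlation). After TACI-Ig and CTLA4Ig the higher genes averaged 0.07 (adjusted p = 0.992 with an estimated correlation), and with the preset correlation 0.078 with the dimmest genes left out (adjusted p = 0.0286), 0.161 with array weights (adjusted p = 0.00135), 0.045 with the replicate block, where camera's direction turned (adjusted p = 0.919), and -0.020 to 0.186 with 1 kidney left out (0.186 without 30-week replicate 2, adjusted p = 0.000105), and the lower genes -0.249 (adjusted p = 0.506 with an estimated correlation). Of 282 list tests, 118 were called with the preset correlation and 1 with an estimated correlation. Replicate numbers were not shown to pair mice, as kidneys sharing 1 correlated between -0.71 and 0.34. Averaging probe sets was not run, since each gene has 1. Signal over background limits the genes with a log2 mean below 6.07, which that alternative leaves out.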

Other observations

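The splits of the samples and the correlations without the late-remission triple therapy kidneys were chosen only after the results were seen.

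Early remission after triple therapy was compared with the untreated 30-week NZB/W kidneys. The batches are not named, so these differences may include a difference between batches. Interferon-inducible genes had a mean log2 difference of -0.30 (0 of 22 genes above the 30-week mean; adjusted p = 4.04e-15 from limma's camera test with a preset correlation, adjusted p = 0.34 with an estimated correlation). The STAT3 targets of Table S2 averaged -0.22 (5 of 54 above; adjusted p = 4.19e-13, and adjusted p = 0.498 with an estimated correlation). Macrophage and dendritic cell genes averaged -0.21 (2 of 29 above; adjusted p = 1.07e-05, and adjusted p = 0.708 with an estimated correlation). Extracellular matrix genes averaged -0.15 (4 of 25 above; adjusted p = 3.33e-08, and adjusted p = 0.34 with an estimated correlation). Tubular injury genes averaged -0.13 (6 of 19 above; adjusted p = 0.00228, and adjusted p = 0.521 with an estimated correlation). On the other side, genes of the loop of Henle and distal tubule averaged 0.18 (11 of 11 above; adjusted p = 0.000248, and adjusted p = 0.34 with an estimated correlation), and collecting duct genes 0.19 (10 of 11 above; adjusted p = 0.00584, and adjusted p = 0.376 with an estimated correlation). Without 30-week replicate 2, whose inflammatory genes stood apart, the means were -0.19 for interferon-inducible genes (adjusted p = 2.28e-08), -0.09 for STAT3 targets (adjusted p = 0.000179), -0.12 for extracellular matrix genes (adjusted p = 8.87e-06) and 0.16 for loop and distal tubule genes (adjusted p = 0.00393), but -0.01 for macrophage and dendritic cell genes (adjusted p = 0.614) and -0.07 for tubular injury genes (adjusted p = 0.105), so the calls of both these lists rest on that kidney. Adjusted over the list alone, 8 interferon-inducible genes, 2 STAT3 targets, 1 extracellular matrix gene and 1 tubular injury gene were lower and 1 collecting duct gene was higher in early remission. For single genes, limma called 0 of 15780 as changed and 0 past the study's filter (855 higher and 531 lower at an unadjusted p under 0.05, smallest adjusted p 0.127), and SAM called 23 and 5. The count of changed genes was 12 without 30-week replicate 2 and 10 without early-remission replicate 8. Hybridization controls differed by 0.39 between these groups, and labelling controls by 0.12, and neither passed the test (exact permutation p = 0.0872 and p = 0.652).

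Late remission after TACI-Ig and CTLA4Ig was compared with the same 30-week kidneys. Genes lower in NZB/W nephritis (Table S1) averaged -0.25 (61 of 415 above the 30-week mean; adjusted p = 5.36e-22, and adjusted p = 0.506 with an estimated correlation). Proximal tubule genes averaged -0.31 (4 of 18 above; adjusted p = 0.000508, and adjusted p = 0.498 with an estimated correlation). By kidney, the proximal tubule scores were -0.425, -0.343 and -0.614 in TACI-Ig replicates 1, 3 and 5. They were 0.07 and -0.009 in replicates 2 and 4, near the 30-week mean of 0.046. For the genes lower in nephritis, scores were -0.462, -0.316 and -0.445 in replicates 1, 3 and 5, and 0.111 and -0.069 in replicates 2 and 4. Both decreases thus rest on replicates 1, 3 and 5. In replicates 1, 3 and 5, macrophage and dendritic cell scores were 0.452, 0.115 and 1.034, against -0.579 and -0.5 in replicates 2 and 4. T cell scores were 0.35, 0.282 and 0.449, against -0.279 and -0.202. Extracellular matrix scores did not divide the kidneys in this way (0.362, -0.126 and 0.225, against -0.066 and 0.264). Whether the tubule and leukocyte differences share a cause was not tested. Genes higher in NZB/W nephritis averaged 0.07 (307 of 472 above; adjusted p = 0.592, and adjusted p = 0.992 with an estimated correlation). With the preset correlation, their mean was 0.182 without TACI-Ig replicate 2 (adjusted p = 0.00521) and 0.186 without 30-week replicate 2 (adjusted p = 0.000105). It was -0.020 without TACI-Ig replicate 5 (adjusted p = 0.131). Adrenal genes averaged -2.06 (0 of 10 above; 10 lower when adjusted over the list alone; adjusted p = 8.08e-11, and adjusted p = 0.379 with an estimated correlation). The size is uncertain, since the mean of the adrenal cortex genes after TACI-Ig and CTLA4Ig, 5.66, lies below 6.07. The adrenal score was -0.67 and -1.08 in 30-week replicates 4 and 7, against 1.73 to 1.89 in the other 30-week kidneys. Limma called 0 genes as changed and 0 past the study's filter (1682 higher and 1526 lower at an unadjusted p under 0.05), SAM called 280 and 5, and limma called 1309 without TACI-Ig replicate 2 and 4 without 30-week replicate 7. In late remission after triple therapy, limma called 0 genes as changed against 30 weeks and 0 past the study's filter (9 higher and 37 lower at an unadjusted p under 0.05), and SAM called 0. Since this group's mean equals that of the pooled 30-week and TACI-Ig kidneys, these counts cannot show that no gene differed.

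NZM2410 kidneys in remission after BAFF-R-Ig differed from NZB/W kidneys in late remission after TACI-Ig and CTLA4Ig in 9388 genes (4513 higher and 4875 lower, limma), and 3153 passed the study's filter (1302 higher and 1851 lower), against 1774 with the replicate block, 1446 with the dimmest genes left out and 198 with SAM (60 higher and 138 lower). Strain, therapy and array distribution all differ between these groups, so none of them can be singled out. With quantile normalization again, 923 genes passed the filter as higher and 897 as lower, and with median centring 880 and 2436, so which direction had more genes depends on the scaling. The largest decreases were in immunoglobulin genes and the joining chain, Igkc (-4.37, adjusted p = 9.28e-06), Jchain (-4.22) and Iglv1 (-3.47, NZM2410 mean 4.27), followed by Arl1 (-3.31) and Igha (-3.29), and the size for Iglv1 is uncertain, since its NZM2410 mean lies among the dimmest genes (below 6.07). The largest increase was in Cyp24a1 (2.85, adjusted p = 1.33e-05). Of 15 B cell and plasma cell genes, 12 were lower and none was higher at an adjusted p under 0.05, over all genes and when adjusted over the list alone (mean -1.59; adjusted p = 0.000159 for the list, and adjusted p = 0.572 with an estimated correlation). Of 17 genes of mitochondrial respiration, 15 were higher and none was lower in the same way (mean 0.41; adjusted p = 2.72e-05 for the list, and adjusted p = 0.498 with an estimated correlation). By limma, Il1f6 was lower by a log2 fold change of -0.96 (adjusted p = 0.000516) and Havcr1 by -1.34 (adjusted p = 0.0165), but neither passed the exact permutation test after adjustment over 18 tests (p = 0.00649, adjusted 0.0682, and p = 0.0281, adjusted 0.127), and the size for Il1f6 is uncertain since its NZM2410 mean of 5.89 is below 6.07 too, while Lcn2 did not pass the test (-0.44, adjusted p = 0.651; -0.95 without NZM2410 replicate 3 and 0.17 without TACI-Ig replicate 5). Hybridization controls, which hold no mouse RNA, were higher by 0.47 in the NZM2410 arrays (exact permutation p = 0.00216), and labelling controls differed by -0.39, which did not pass the test (exact permutation p = 0.19).

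Across the 26 NZB/W kidneys with group means removed, Lcn2 and Il1f6 had r = 0.47 (permutation p = 0.0381, adjusted over 18 relations 0.27) and rho = 0.48 (permutation p = 0.0274, adjusted 0.168), with r = 0.46 without the 2 kidneys farthest from the median and r = 0.39 in the 20 kidneys without the late-remission triple therapy group. Within groups, r was -0.35 at 30 weeks (n = 7, exact permutation p = 0.442), 0.66 in early remission (n = 8, p = 0.0743), 0.79 in late remission after triple therapy (n = 6, p = 0.0611) and 0.74 in NZM2410 kidneys (n = 6, p = 0.0944), and without the 2 farthest kidneys it was 0.38, 0.59, 0.05 and 0.11, so outside early remission it rests on those kidneys. Havcr1 and Il1f6 had r = -0.23 (permutation p = 0.337, adjusted 0.606; rho = -0.32, permutation p = 0.127) over the 26 kidneys, -0.20 without the 2 farthest and -0.10 in the 20 kidneys. Within groups it was -0.30 at 30 weeks (exact permutation p = 0.497), -0.10 in early remission (p = 0.814), -0.67 in late remission after triple therapy (p = 0.126) and 0.82 in NZM2410 kidneys (p = 0.075; rho = 0.26, p = 0.658), and without the 2 farthest kidneys 0.03, 0.28, 0.12 and 0.87. Lcn2 and Havcr1 had r = -0.06 over the 26 kidneys (permutation p = 0.787), 0.04 in the 20 kidneys, 0.63 at 30 weeks (exact permutation p = 0.128), -0.32 in early remission (p = 0.436) and -0.47 in late remission after triple therapy (p = 0.371), and without the 2 farthest kidneys -0.08 over all, 0.61 at 30 weeks, 0.06 in early remission and 0.82 in late remission after triple therapy, so the negative values within groups rest on those kidneys. In NZM2410 kidneys, Lcn2 and Havcr1 had r = 0.88 (n = 6, exact permutation p = 0.00278, adjusted 0.05; rho = 0.94, exact permutation p = 0.0167, adjusted 0.168), and r = 0.78 without the 2 farthest kidneys. None of the 18 relations had an adjusted p under 0.05.

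Camera called 118 of 282 list tests with the preset correlation and 1 with an estimated correlation, adrenal genes between the late-remission groups (mean 1.21, 10 of 10 higher after triple therapy, adjusted p = 8.98e-05 with an estimated correlation), where the triple therapy mean equals that of the 30-week and TACI-Ig kidneys pooled to within 0.026. Exact permutation tests of the list scores per kidney gave 0 of 282 at an adjusted p under 0.05 (smallest 0.0678), and unadjusted p under 0.05 in 7, 0, 3, 11, 1 and 19 of 47 lists in the order early remission, late remission after triple therapy and late remission after TACI-Ig and CTLA4Ig against 30 weeks, late against early remission, late remission by therapy, and NZM2410 against NZB/W. With adjustment within a comparison, other splits of the kidneys called as many lists as the real one in every comparison: early remission against 30 weeks 31 lists (27 of 100 splits, highest other 43), late remission after triple therapy against 30 weeks 12 (82 of 100, highest other 38), TACI-Ig and CTLA4Ig against 30 weeks 12 (82 of 100, highest other 40), late against early remission 36 (5 of 100, highest other 38), late remission by therapy 12 (86 of 100, highest other 35) and NZM2410 against NZB/W 14 (89 of 100, highest other 39), so chance was not excluded for the number of lists in any of them. The counts of 0 changed genes and of 0 genes past the filter against 30 weeks are reached by 100 of 100 splits by construction, so the splits do not test them. The highest counts of changed genes in other splits were 23 for early remission and 1 for late remission after triple therapy. For TACI-Ig and CTLA4Ig the highest was 3079, so another division of these kidneys gave more changed genes than their groups. What sets that division was not tested. For genes past the filter, the highest count in other splits was 0 in each. For NZM2410 against NZB/W, chance was excluded for the 9388 changed genes (1 of 100, highest other 7393) and for the 3153 genes past the filter (1 of 100, highest other 0).

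A 30-week kidney (replicate 6) and an early-remission kidney (replicate 1) carry the same mouse code in their sample names. Their correlation over genes was 0.99277 and their median absolute difference over genes was 0.1286. By the median absolute difference, 28 of the 56 pairs across these groups were closer, so the values do not show that both came from 1 mouse.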
